A study of Pistacia vera with 121 samples.

How the data were processed

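Hull (the outer part of the fruit), shell (the hard endocarp) and kernel (the seed) of the pistachio cultivar Kerman were profiled by RNA sequencing at 15 sampling points, given in the labels as growing degree days in °C, a sum of daily heat that tracks development. The series holds 121 libraries in 38 groups of 1 tissue at 1 sampling point. Of these groups, 1 has 2 libraries, 29 have 3 and 8 have 4. Hull was sampled at 15 points (47 libraries), shell at 11 points (35 libraries) and kernel at 12 points (39 libraries). All 3 tissues share 8 points, from 1223 to 2139, which hold 78 libraries. Groups were taken from the labels. Replicate numbers were given in accession order and pair nothing. Libraries are named by their titles where single ones are discussed, and a sampling point given for a library is always the labelled one.

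Per the labels' protocols, tissues were separated and frozen, total RNA was extracted, and libraries were made with a TruSeq RNA kit and sequenced as paired-end reads of 150 bp. The authors deposited 1 table of whole-number read counts per gene, not normalized, with 1 column per library. The column names show that the counts came from alignment files. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, nor whether counting used strand or how reads shared between near-identical genes were assigned, so counts of close gene copies and of overlapping genes are uncertain. The table has 38315 identifiers, of which 1252 are named after assembly contigs rather than numbered chromosomes. No count was recorded in any library for 10141 identifiers. None of the identifiers (0 of 38315) matched the RefSeq gene table of the PisVer_v2 assembly, so genes appear under the identifiers of the table, without names or coordinates, and the planned test of functional gene families was not run.

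Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, estimateDisp, glmQLFit and the quasi-likelihood F-test glmQLFTest), with Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. For change over the season the fold change was replaced by a range of fitted group means of at least 1 on the log2 scale, and the interaction used the adjusted p alone. Tissues were compared in 1 fit of all 121 libraries with a mean per group, averaging the 8 shared points with equal weight. The interaction is a test with 14 degrees of freedom over the same points. Within a tissue, only its own libraries entered the fit. Late against early is the mean of the last 3 sampling points against the mean of the first 3. Each step between neighbouring points had its own adjustment. Standard errors of fold changes were taken as the absolute log2 fold change divided by the square root of F.

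Shares of variance were computed with adonis2 of vegan 2.7.1 on Euclidean distances of log2 CPM (prior count 2) with 999 permutations. Tissue-enriched genes were those with a specificity index tau of at least 0.9 over the mean CPM of the 3 tissues and a mean CPM of at least 1 in the highest tissue. This index describes and has no test. Correlations with degree days used 100000 resamples, two-sided. Single libraries were permuted, although the libraries of a group share their degree days. These p-values thus take replicates as independent and can be too small. No label gives a sequencing or extraction batch, so no value within batches could be computed. The rule for named genes was the most abundant gene of each tissue by mean share and, since only identifiers were at hand, the 2 largest rises and the 2 largest falls among genes called late against early in kernel. A gene qualified with a mean of at least 10 CPM on the higher side and every library of one side above every library of the other.

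Libraries were compared with each other before averaging. Over genes with a summed count of at least 20, the chi-square per degree of freedom was 7.69 or more in the 136 pairs of libraries from 1 group and 5.11 or more in the 7124 other pairs, so no pair agreed within sampling noise. Each library was also correlated, on log2 CPM, with the mean of every group, itself left out. The functions for counts and for tau were tested on simulated counts. Of 200 genes changed 4-fold, the late against early test in kernel (17289 genes) recovered 100% with 1 other call, and the kernel step from 2284 to 2377 (17289 genes) recovered 95.5% with 3 other calls. Recovery was lowest in the shell step from 1759 to 1881, at 92%, and other calls were most frequent for change over the season in hull, at 12. These values come from a second random seed, not chosen for its outcome. The first gave more other calls in the 2 kernel tests. The simulation gave every gene the same spread between replicates and every library the same mean profile, scaled to its own total. Only genes above a minimum mean were changed. No library was mixed or outlying, and K38.2 and K44 lacked their real shares of contig-named features (84.27% and 69.61%). The recovery is thus not that of the real kernel groups.

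Alternatives fixed before the data were examined were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE size factors, TMM factors without genes above 1% of a library, no low-count filter, a filter of 1 CPM in 3 libraries, the adjusted p alone, each replicate number left out in turn, the 6 libraries whose running title number lies outside the block of their group left out, the kernel group labelled 2564 left out, the libraries H26.2, H53.2 and K38.2 left out, other sets of libraries in the fit, other definitions of tau, other numbers of abundant genes, other prior counts and a rank distance. Alternatives without the libraries nearest to another tissue, without contig-named features, and with these choices combined with leaving out the kernel group labelled 2564 were chosen after seeing the data. For each comparison, limma-voom was also run on 100 splits of the libraries, the real one included.

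Totals ranged from 1287392 to 23798180 counts per library, so precision was lowest in kernel, where a single feature set could take most of a library. Binomial intervals are exact (Clopper-Pearson, 95%) and cover counting error only, since reads without molecular identifiers are not independent molecules.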

Results

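Gene expression was followed in the hull, shell and kernel of developing Kerman pistachio fruit. In growing degree days (°C), hull was sampled from 865 to 2564, shell from 865 to 2139 and kernel from 1223 to 2564. The median total was 11145279 counts per library. Hull libraries held 8288104 to 18161330 counts (n = 47), shell libraries 8456109 to 16774688 (n = 35) and kernel libraries 1287392 to 23798180 (n = 39). The median number of genes with a count was 19914 in hull, 20378 in shell and 18114 in kernel. Replicates of a group correlated on log2 CPM with a median r of 0.98 in hull, 0.976 in shell and 0.951 in kernel, and the lowest values were 0.919, 0.935 and 0.773.

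Part of the labels did not match the expression profiles. Of all libraries, 90 correlated best with the other libraries of their own group, 19 with a neighbouring sampling point of their tissue, 6 with a point further away and 6 with another tissue. These last 6 were H15 (labelled hull, 1357), H33 and H34 (labelled hull, 1881), S14 (labelled shell, 1223), K23 (labelled kernel, 1759) and K32 (labelled kernel, 2139). The 3 libraries labelled kernel 2564 correlated with the kernel group labelled 1223 at a mean r of 0.976 and with the kernel group labelled 2475 at 0.783. All libraries were kept under their labels in the values below, and directions that involve these libraries rest on labels that the profiles go against.

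**Figure D1:**
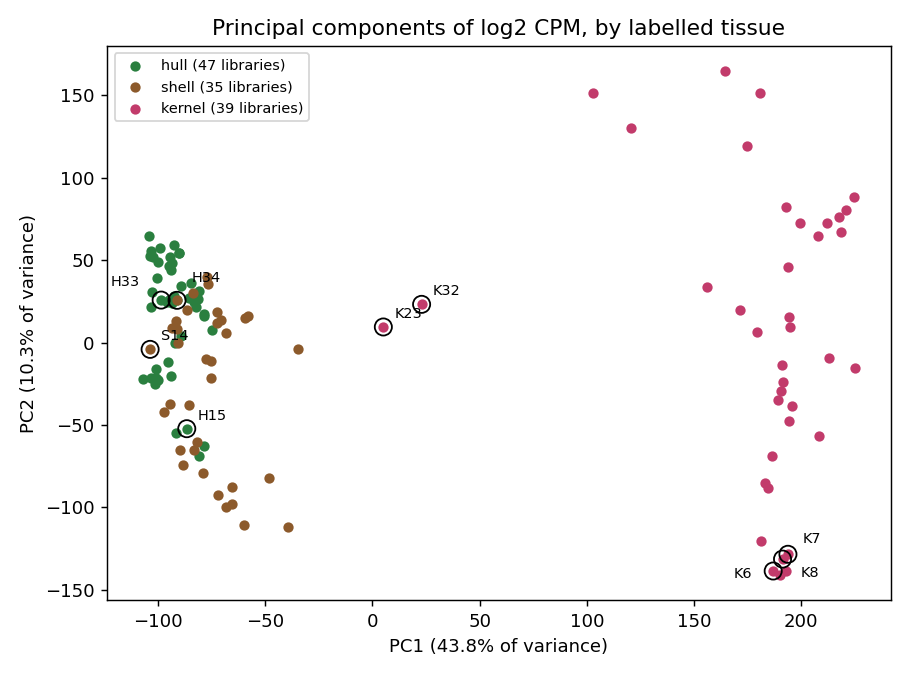
Each point is a library on the first (x axis, 43.8% of variance) and second (y axis, 10.3%) principal component of log2 CPM, coloured by labelled tissue. Circles mark the 6 libraries nearest to another tissue and the 3 libraries labelled kernel 2564; K23 and K32 lie between the kernel libraries and the others.

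**Figure D2:**
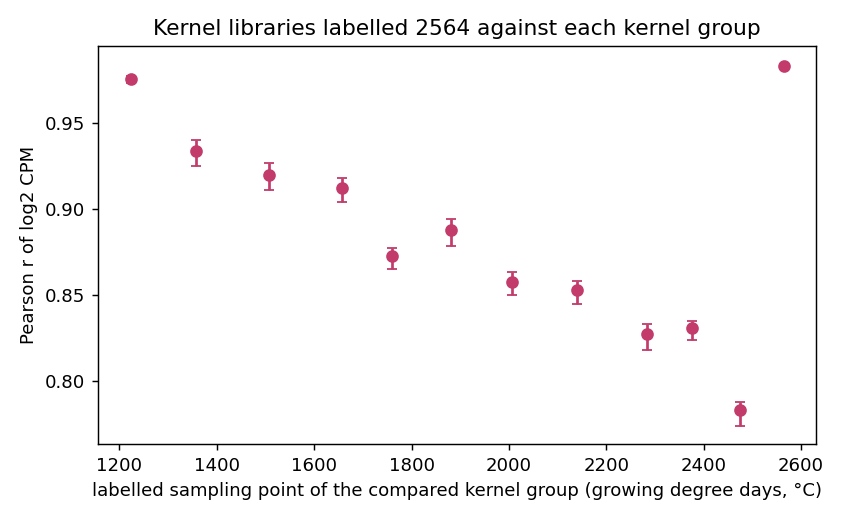
Points give the mean Pearson r of log2 CPM (y axis) between the 3 libraries labelled kernel 2564 and each kernel group (x axis, labelled growing degree days in °C), with bars from the lowest to the highest of the 3 libraries. The mean r was 0.976 at 1223 and 0.783 at 2475.

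Tissue and sampling point were compared first as sources of variation. Over the 78 libraries of the shared points, tissue accounted for 53.3% of the squared distance between libraries and sampling point within tissue for 27.7%, with 19% left between replicates. Both permutation p-values were 0.001, the smallest that the permutations can give. A rank distance moved these shares most, to 80.3% for tissue and 14.3% for sampling point.

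The tissue comparisons asked which genes differ between organs averaged over the 8 shared points. Of 20775 genes tested with edgeR's quasi-likelihood test, 4579 were called higher and 5419 lower in kernel than in hull, and 4502 higher and 5891 lower in kernel than in shell. Shell and hull differed less, with 1433 genes called higher and 738 lower in shell. The median absolute log2 fold change of called genes was 2.16 for kernel against hull, 2.08 for kernel against shell and 1.61 for shell against hull. Dropping the minimum fold change moved these counts most, and raised the shell and hull counts to 4562 higher and 3885 lower in shell. Without the 6 libraries nearest to another tissue, an alternative chosen after seeing the data, each of these counts stayed within 1.5 times its value.

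Differences between tissues were not constant over the season. An interaction of tissue and sampling point was called at an adjusted p below 0.05 for 15790 of 20775 genes, 76.0% of those tested with edgeR's quasi-likelihood test. Leaving out replicate 2 of every group moved this count most, to 11083.

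By the specificity index, 1166 genes were kernel-enriched, 124 shell-enriched and 30 hull-enriched, of 17434 genes with a mean of at least 1 CPM in a tissue. The order of the 3 tissues was kept under each alternative run, although the counts depended on the definition. With tau on log2 values they fell to 449, 10 and 1.

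Change over the season was asked within each tissue, over its own sampling points. In hull 15969 of 19159 genes changed, in shell 14451 of 18896 and in kernel 11883 of 17289, with a median range of fitted group means in called genes of 2.27, 2.12 and 2.86 on the log2 scale. Fitting all libraries together moved the kernel count most, to 17053. Between the first 3 and the last 3 sampling points, 2942 genes were called higher and 3906 lower late in hull, and 2044 higher and 3466 lower late in shell. These periods differ between tissues. Early is 865 to 1106 in hull and shell and 1223 to 1508 in kernel. Late is 2377 to 2564 in hull and kernel and 1881 to 2139 in shell. In kernel the counts were 930 higher and 2151 lower late. Without the 3 libraries labelled kernel 2564 the kernel counts were 2090 higher and 3302 lower late, and 911 of the genes called higher and 2111 of those called lower were called the same way in both.

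The steps between neighbouring points asked when expression changed. In hull the steps with the most calls were 1881 to 2007 (4066 genes), 1357 to 1508 (3957) and 1508 to 1657 (3330). The hull step from 1657 to 1759 had 9 calls, with 2840 genes at an unadjusted p under 0.05, and 93 calls by DESeq2 and 46 by limma-voom. It had 304 calls without H26.2 (labelled hull, 1657) and H53.2 (labelled hull, 2475), and 138 without the libraries nearest to another tissue. In shell the largest steps were 1881 to 2007 (3577 genes) and 1357 to 1508 (3300). The hull step from 1881 to 2007 had 2471 calls without the libraries nearest to another tissue, which removes H33 and H34. It then no longer came first. The hull steps from 1357 to 1508 (3832), 1508 to 1657 (3638), 2139 to 2284 (2641) and 865 to 993 (2531) had more. With 1 replicate number left out, the step from 1881 to 2007 had 2581 to 4296 calls in hull and 1837 to 3648 in shell, the hull step from 1508 to 1657 had 2125 to 3354, and the shell step from 1357 to 1508 had 2086 to 3360. In kernel the step from 1223 to 1357 had 2552 calls, and 742 to 2620 with 1 replicate number left out. The kernel step from 2475 to 2564 had 5108 calls, and it rests on the group whose label the profiles go against. No gene was called by edgeR between kernel 1508 and 1657, where 397 genes had an unadjusted p under 0.05, DESeq2 called 1 gene and limma-voom 0. Likewise no gene was called by edgeR between kernel 2007 and 2139, where 2034 genes had an unadjusted p under 0.05, DESeq2 called 101 and limma-voom 0. That step had 544 calls without the libraries nearest to another tissue, which removes K32, and 1173 with all libraries in 1 fit. Summed over steps, the calls were 21816 in hull (14 steps), 19674 in shell (10 steps) and 12167 in kernel (11 steps). With all libraries in 1 fit the sums were 15118, 15586 and 28041, so the tissues changed their order and kernel had the most calls.

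**Figure D3:**
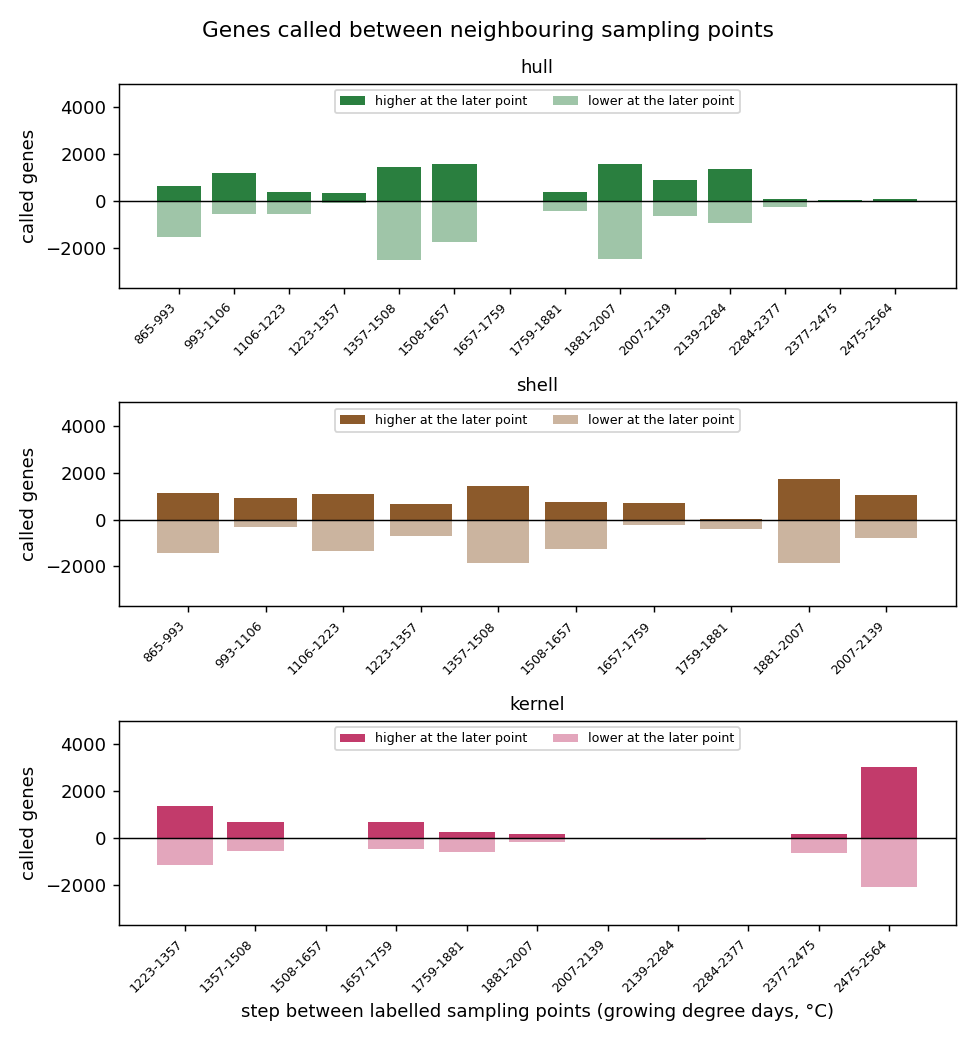
Bars give the genes called by edgeR's quasi-likelihood test for each step between neighbouring labelled sampling points (x axis, growing degree days in °C) in hull, shell and kernel. Bars above 0 count genes higher at the later point and bars below 0 genes lower there; the tallest kernel step, 2475 to 2564, has 5108 calls and involves the libraries labelled 2564.

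Among genes called late against early in kernel, 4 that were higher and 11 that were lower met the rule for separation of all libraries, against 550 and 963 without the libraries labelled 2564. The largest rises among these 4 were those of PvKer.05.g134900 and PvKer.04.g107690, and the falls below are the largest among the 11. The rule and not size alone chose them, since 882 of all genes called had an absolute log2 change of at least 3. PvKer.05.g134900 went from 0.696 ± 0.547 CPM (SD, n = 9) early to 72.3 ± 74.3 CPM (SD, n = 9) late, a log2 change of 5.51 ± 0.543 (SE) with an adjusted p of 1.36e-09 by edgeR. The libraries labelled 2564 stood at 2.27 ± 0.487 CPM (SD, n = 3). PvKer.04.g107690 went from 21.1 ± 8.6 to 73.4 ± 29.7 CPM, a log2 change of 1.86 ± 0.291 (SE; adjusted p 7.47e-06 by edgeR). The largest falls were those of PvKer.07.g188920, from 23.5 ± 18.6 to 2.17 ± 1.93 CPM with a log2 change of -3.63 ± 0.63 (SE; adjusted p 3.6e-05 by edgeR), and PvKer.06.g147850, from 117.1 ± 43.3 to 25.7 ± 20 CPM with a log2 change of -2.58 ± 0.435 (SE; adjusted p 2.3e-05 by edgeR). Each kept its direction and its call under every alternative run, but the size of the change moved. They were chosen in these data because every library of one side lay above every library of the other. Leaving libraries out could therefore hardly reverse a direction, and its being kept is no independent support. The log2 change ranged from 5.27 to 7.33 for PvKer.05.g134900 and from 1.69 to 2.13 for PvKer.04.g107690. It ranged from -5.09 to -3.19 for PvKer.07.g188920 and from -3.23 to -2.31 for PvKer.06.g147850. Without the libraries labelled 2564 the values were 7.31, 2.13, -4.28 and -3.21, in the same order.

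The most abundant identifier in hull was PvKer.11.g275270, with 0.586% ± 0.261 of the counts (SD, n = 47), against 3.56% ± 2.64 in kernel (n = 39) and 0.525% ± 0.189 in shell (n = 35). In shell and in kernel it was the contig-named feature ptg000028l.164, with 0.736% ± 0.943 and 7.61% ± 13.3. Its SD exceeded its mean in both tissues, and a single kernel library reached 45.3%. The kernel mean is carried by part of the groups. The kernel median was 1.467% for this feature and 2.853% for PvKer.11.g275270, which had the higher mean in 6 of the 12 kernel groups and in 6 of the 11 shell groups. Features named after contigs together took up to 87.1% of a kernel library (K47, labelled 2475; 95% interval 87.1% to 87.2%). In the 3 libraries labelled kernel 2475 they took 78.7% ± 8.93 of the counts (SD), and at 2007 they took 1.1% ± 0.433. The fewest counts outside these features were 202455, in K38.2 (labelled kernel, 2284).

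**Figure D4:**
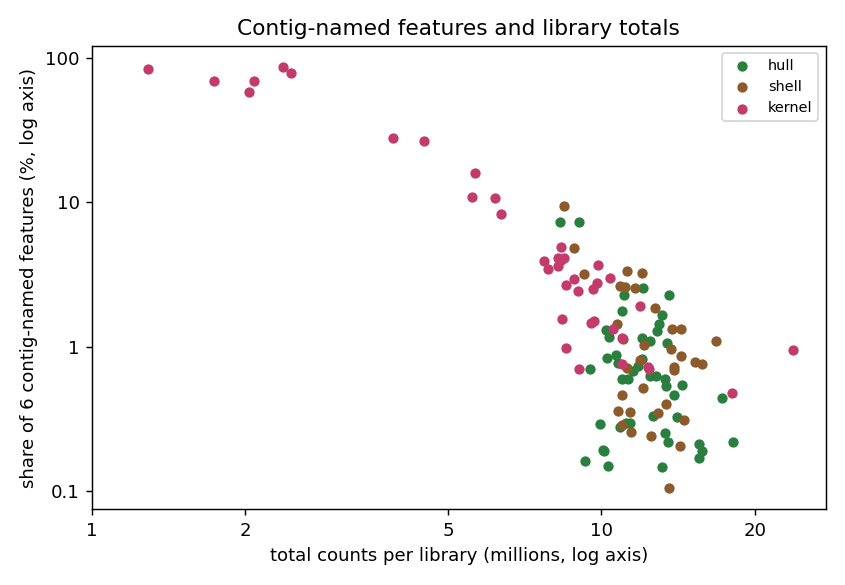
Each point is a library, with its total counts (x axis, log scale) and the share of its counts in 6 contig-named features in percent (y axis, log scale), coloured by labelled tissue. Kernel libraries with the lowest totals have the highest shares, up to 87.1%.

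Whether a few genes took a growing part of the library was tested by correlating the share of the 10 most abundant genes with degree days. There was 1 relation per tissue and 3 in all. The most abundant genes were chosen in each library anew. All p-values here take the libraries of a sampling point as independent, so those that passed can be too small. In hull the share gave a Pearson r of 0.0527 (permutation p 0.73, adjusted 0.73) and a Spearman rho of 0.172 (permutation p 0.25, adjusted 0.38). In shell r was -0.273 (permutation p 0.11, adjusted 0.33) and rho -0.267 (permutation p 0.12, adjusted 0.36). In kernel r was 0.165 (permutation p 0.32, adjusted 0.48) and rho -0.0451 (permutation p 0.78, adjusted 0.78). No relation passed the threshold. In hull, rho for the single most abundant gene was 0.412 (adjusted p 0.013) and for the 100 most abundant -0.529 (adjusted p 6e-04), so both passed, in opposite directions. By Pearson r the first did not pass (0.135, adjusted p 0.5) and the second did (-0.478, adjusted p 0.0018). Without the 2 libraries farthest from the median degree days, r was 0.0624 in hull, -0.206 in shell and 0.0633 in kernel. With contig-named features removed, chosen after seeing the data, the kernel share fell with degree days (rho -0.529, permutation p 0.00061, adjusted 0.0018). It was 12.95% ± 3.42 (SD, n = 3) at 1223, 44.2% ± 2.03 (n = 3) at 1657 and 12.6% ± 0.812 (n = 3) at 2475, so it rose before it fell. In hull rho was then 0.292 (permutation p 0.047, adjusted 0.07), which did not pass, while r was 0.336 (permutation p 0.021, adjusted 0.032).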

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

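In this part, the tests of a wrong label for the kernel group labelled 2564, of a swap of H15 and S14, of regulation by sampling point alone and of a relation built in by dividing by the total were chosen only after the results were seen, as were the alternatives without contig-named features and without the libraries nearest to another tissue. The other tests were written down before their results. Outlying libraries were sought in 32 combinations of a group of 4 libraries and a measure, of which chance would mark about 1 in 20, and 10 were marked.

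The effect of sampling point differed between tissues. In all, 15790 genes had an interaction of tissue and sampling point by edgeR. Of 100 splits with the sampling points permuted within tissues, 1, the real one, called as many genes by limma-voom. These splits also remove the change that tissues share, so they do not test the interaction alone. With the additive effects of tissue and sampling point kept and what is left permuted among the libraries of a tissue, 1 of 100 arrangements, the real one, called as many genes by limma (15108, against at most 122 in the others), so chance can be excluded. Libraries of doubtful label do not account for it, since 15829 genes were called without the 6 libraries nearest to another tissue. Features that take most of a library do not account for it either, since 15781 genes were called without contig-named features. The kernel group labelled 2564 enters this test only through the shared estimate of the spread, because that point is not among the shared points. Development that differs between organs stays open and was not tested further.

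The 6 contig-named features with the highest shares of any library, ptg000028l.164 among them, were singled out after their values were seen. They rose and fell together over the 39 kernel libraries (pairwise r of log2 shares 0.964 to 0.996). K38.2 (labelled kernel, 2284) stood far from its group, with 84.2% of its counts in these features (95% interval 84.2% to 84.3%) against 1.45% to 3.91% in the others. The share of its 10 most abundant genes was 85.0% (84.97% to 85.1%) against 13.9% to 17.1%, and its PC1 was 103 against 212 to 225. Whether these features or its low depth (202455 counts outside contig-named features) moved its PC1 was not tested. High shares were also seen outside kernel. H21 (labelled hull, 1508) had 7.365% against 0.6275% and 1.154%, in a group of 3, and such groups were not screened. H36 (labelled hull, 1881) had 7.30% in these features (95% interval 7.28% to 7.316%) against 0.292% to 0.458%, and 9.84% in its 10 most abundant genes (9.816% to 9.856%) against 3.61% to 3.67%. S15 (labelled shell, 1223) had 9.45% (9.431% to 9.47%) against 0.204% to 0.859%, and 10.98% in its 10 most abundant genes (10.96% to 11%) against 2.77% to 3.35%, with a total of 8456109 counts against 14251463 to 15293313.

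Regulation by sampling point alone is argued against by the replicates, since the share differed up to 121.3-fold between kernel libraries labelled 2139. The lowest of these is K32, which may hold RNA from another tissue, and without it they differed 5.35-fold. The largest ratios were then 58.28-fold at 2284, which rests on K38.2, and 23.54-fold at 2377, which rests on K44 (69.58% against 2.956% and 3.442%). A low yield of other transcripts in single libraries may explain the pattern: within kernel groups the log2 share fell as the log2 total count rose (r -0.917, Spearman rho -0.839, n = 39, permutation p 1e-05, the smallest 100000 resamples can give; r -0.869 without the 2 libraries farthest from their group mean in total). Dividing by the total can build in such a relation. This is argued against as the whole cause, since the counts of the 6 features, not divided by the total, also fell as it rose (r -0.762, permutation p 0.00039). The same relation was not tested within hull or shell groups. In the kernel group labelled 2475 all 3 libraries had shares of 69.3% to 87.1%, so there the low yield and the sampling point are not separated by replicates. What these features encode is not known here, and no biological explanation was tested.

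K32 (labelled kernel, 2139) lay at a PC1 of 22.9 against 193 to 218 in its group, and K23 (labelled kernel, 1759) was the other kernel library nearest to shell. A wrong tissue label is argued against, since genes high in kernel stood at a median of 49.1% of their level in the rest of the group in K32 and at 38.1% in K23. RNA from hull or shell in these libraries may explain both. Genes high in shell and low in kernel stood at a median of 39.5% of their shell level in K32 (458 genes) and 70.5% in K23 (442 genes). The median shares of both tissues summed to 109% in K23, near the 100% that a mixture would give, and to 88.6% in K32. The sum for K32 does not test a mixture closely, since its kernel share depends on the total used as divisor. Contig-named features took 10.88%, 58.05% and 28.06% of the counts in K33, K34 and K35, the rest of its group, against 0.5079% in K32. Per total count, kernel genes thus stand lower in that group, which raises the kernel share of K32. The sum without these features was not computed. Single genes spread around the median shares. In K32 the quartiles were 26% and 57.9% for the shell genes and 30.6% and 78.2% for the kernel genes. In K23 they were 52.1% and 88% for the shell genes and 35.4% and 41.9% for the kernel genes. Except for the kernel genes in K23, the genes of a set thus did not stand close to a single share. Which tissue the other RNA came from, hull or shell, was not separated.

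S42 (labelled shell, 2139) had 13568136 counts against 10720944 to 10966567 in its group. This is a difference in depth with no test of a cause, and no biological explanation was tested.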

How the results depend on the processing

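Alternatives without the libraries nearest to another tissue and without contig-named features were chosen after seeing the data. The planned ones were fixed before the data were examined. Counts are called the same here when they lie within 1.5 times. DESeq2, limma-voom, RLE size factors, TMM factors without the most abundant genes and both other filters left each count of called genes in the comparisons within that range. These counts cover the 3 tissue contrasts, the interaction, change over the season, late against early and the sums over steps. The fit of only the tissues compared was run for the tissue contrasts and left these within that range too.

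The minimum fold change moved the tissue contrasts, late against early (except the genes lower late in kernel) and the sums over steps in hull and shell by over 1.5 times. With the adjusted p alone, the tissue contrasts gave 7526 genes higher and 8555 lower in kernel than in hull, 7287 higher and 9069 lower in kernel than in shell, and 4562 higher and 3885 lower in shell than in hull. Late against early gave 6560 higher and 6556 lower in hull, 5578 higher and 6082 lower in shell, and 1835 higher in kernel. Sums over steps were 42383 in hull and 34525 in shell. The threshold itself causes these rises. It also takes the share of higher calls from 66.0% to 54.01% in shell against hull, and from 37.1% to 47.8% in late against early shell. No scaling alternative moved such a share by over 10 percentage points.

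The kernel group labelled 2564 decided the kernel comparison of late against early. Without it, 2090 genes were higher and 3302 lower late. Leaving out the 6 libraries outside their number block, which include this group, gave 2132 and 3397, and leaving it out with the libraries nearest to another tissue gave 2165 and 3455. The sum over kernel steps without it was 5757, against 12167 with it. Its step accounts for 5108 of these calls, and the cause of the rest of the fall was not tested. With all libraries in 1 fit that sum was 28041, above the 15118 of hull and 15586 of shell. Such a fit uses 1 spread per gene for all tissues, although kernel replicates agreed least (median r 0.951, against 0.98 in hull and 0.976 in shell). Its kernel sum thus does not rest on the spread of kernel alone. How much of the rise this makes was not tested. The tissue comparisons and the interaction also come from a fit of all libraries.

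Leaving out 1 replicate number leaves fewer samples. Without replicate 1 or 2 the hull group labelled 1223 has 1 library, which is then assumed to vary like the other groups, and replicate 4 exists in 8 of the 38 groups, so leaving it out changes only those. Sums over steps ranged from 14123 to 21954 in hull, from 10687 to 21115 in shell and from 5862 to 11902 in kernel. Hull-enriched genes ranged from 21 to 49. The Spearman correlation of the share of the 10 most abundant genes with degree days ranged from 0.0509 to 0.284 in hull. It ranged from -0.368 to -0.173 in shell and from -0.137 to 0.026 in kernel. The sign was reversed in kernel without replicate 1 and without replicate 4 (0.0015). In shell without replicate 4 the permutation p was 0.036 (adjusted 0.11). The 4 named genes kept their calls, which the rule that chose them made likely.

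Tissue-enriched genes depended on the definition. Hull, shell and kernel counts were 149, 267 and 1906 with tau of at least 0.8, and 1, 10 and 449 with tau on log2 values. Over all sampling points hull had 57 and shell 209, and without the libraries nearest to another tissue 55 and 199.

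The correlations of the share of abundant genes were fragile. In hull rho became 0.412 for the single most abundant gene of each library, which was not the same gene throughout (adjusted permutation p 0.013). It reversed to -0.529 for the 100 most abundant (adjusted permutation p 6e-04), and it was 0.292 without contig-named features. In kernel, where rho was near 0, it reversed to 0.0171 for the 100 most abundant genes, to 0.172 without the libraries outside their number block and to 0.14 without the group labelled 2564. Without contig-named features it was -0.529, and -0.509 without that group as well. Removing those features changes the quantity summed; the cause of the other changes was not tested. The shares of distance explained by tissue (48.6% to 80.3%) and by sampling point (14.3% to 30.7%) kept a permutation p of 0.001 throughout.

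Hull and shell titles share running numbers. Only 5 of 22 hull and shell pairs with the same number and point had deviations correlated above 0.1 (median r 0.0075, against -0.006 for other numbers). No pairing by number was thus seen in the profiles. This cannot show whether libraries of the same number came from the same fruit. With the pair as a replicate block, 1344 genes were higher and 751 lower in shell, against 1430 and 750 for the same pairs without a block, and no call of the comparison changed by 1.5 times.

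Depth limits the kernel. The 3 libraries labelled 2475 and K38.2 held 202455 to 530385 counts outside contig-named features, which limits the differences that can be detected there. The test of functional gene families and its alternatives were not run, as no identifier was paired with a name.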

Other observations

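In this part, the tests of a wrong label for the kernel libraries labelled 2564 and of a swap of H15 and S14, and the departures without the libraries nearest to another tissue, were chosen only after the results were seen. For H33 with H34 and for the departure at 2007, the test written down beforehand was missed, and the rule that turns its value into a verdict was changed afterwards, as described with each.

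The 3 libraries labelled kernel 2564 (K6, K7 and K8) may carry a wrong sampling point. In 3 of 3, the correlation with the kernel group labelled 1223 was above that with each kernel group labelled 2139 to 2475. This restates how they were noticed and is no independent test, so a wrong label cannot be told apart from other explanations. Low depth and contig-named features in the late libraries are argued against as the cause, because over 6812 genes with a mean count of at least 100 in those late groups, contig-named features removed, the excess was at least 0.264 (0.963, 0.96 and 0.967 with 1223 against 0.652, 0.695 and 0.687 with the best late group). Their running numbers also lie between those of the first kernel points. The data do not say where the libraries belong, and they were not moved. A return of the seed to an early state at the last point was not tested.

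H15 (labelled hull, 1357) and S14 (labelled shell, 1223) may have been exchanged. That 2 of 2 lie nearest to the other tissue at 1223 is how they were noticed and does not test this. An exchange also needs the sampling point of H15 to be wrong. S14 correlated at 0.983 with the hull group labelled 1223 and at 0.9693 with that labelled 1357, whose mean includes H15. The running number of H15 goes with a wrong sampling point, although it does not test an exchange. It follows H13 and H14, labelled hull 1223, while the other libraries labelled hull 1357 are H17, H18 and H19. An exchange and a mixture of hull and shell RNA cannot be told apart. On an axis from hull (0%) to shell (100%) at 1223, H15 lay at 82.9% and S14 at 13.7%. The spread keeps it open, as the shell libraries lay at 79.6% to 99.6% and the hull libraries, 2 in number, at 13.98% and 21.4%, each placed with itself left out.

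H33 and H34 (labelled hull, 1881) lay at 89.0% and 100.7% on the same axis at 1881. An exchange with shell libraries of that point is argued against, since the lowest of its 3 shell libraries lay at 75.5%. For a wrong tissue label without a partner, both were required beforehand to lie above 90%, which H33 missed at 89.0%. The shell libraries themselves lay at 75.5% to 91.5%, so the bound was stricter than their spread and excludes nothing. A wrong label cannot be told apart from other explanations here, a mixture among them. The chi-square per degree of freedom of H34 against the shell library S34 was 5.11, below the 7.69 of the closest pair of 1 group.

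Hull and shell departed from their neighbouring sampling points at 2007, with 1859 genes called in hull and 2592 in shell by limma-voom against the mean of 1881 and 2139. In hull this count was exceeded at 1508 (3140 genes) and 1881 (2104), and in shell it was the highest, before 2264 at 1223. Without the libraries nearest to another tissue, hull had 979 at 1881 and 3333 at 1508, 1834 at 993 and 1760 at 1357, the last 3 above its count at 2007, and shell had 1360 at 1223. A change shared by both tissues at that point, such as weather, sampling day or library batch, could show as a correlation of the departures across genes, which are not independent replicates. It was 0.658, and 0.623 without the libraries nearest to another tissue, which removes H33 and H34 from 1881 (1717 genes called in hull and 2716 in shell). The test written beforehand asked for the highest of the 9 interior points compared, and 1508 was higher at 0.717 (0.666 without those libraries), so 2007 was not singled out. A high correlation is still not what a shared change forbids, and the lowest value was 0.0253 at 1759. A shared change of the sampling day or batch and development common to both tissues cannot be told apart, because no label gives a sampling day or a batch. In kernel the departures at 2007 correlated at -0.293 with hull and -0.386 with shell.

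The 4 libraries labelled shell 2139 fell into 2 pairs on the fourth principal component. S41 and S42 lay at 76.0 and 73.1, and S43 and S44 at 29.8 and 34.9. The shell libraries labelled 1881 lay at 64.8 to 69.9 and those labelled 2007 at 12.4 to 24.3. No explanation was tested.

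Other splits of the libraries were counted for each comparison, by limma-voom. In 1 of 100 splits, the real one, as many genes were called for kernel against hull, kernel against shell and shell against hull, with tissues permuted within points. The same held for change over the season, late against early and the sum over steps in hull, shell and kernel, with points permuted within a tissue. Chance can thus be excluded for these counts. Permuted points remove every change over the season, so for late against early and for the steps this excludes only that the points do not matter at all. It does not test whether single labels are right.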
